A study of Bos grunniens and Bos taurus with 11 samples. Its data were reported in "A comparative analysis of differentially expressed mRNAs, miRNAs and circRNAs provides insights into the key genes involved in the high-altitude adaptation of yaks" (2021).

How the data were processed

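Small RNA libraries from lung tissue of 2 cattle and 9 yaks were analysed from the tables deposited for each library. Per the study's methods, the authors trimmed adapters and removed reads of low quality, set aside other classes of small RNA by comparison with Rfam, and named known miRNAs by comparison with miRBase. Further miRNAs were placed on the yak assembly BosGru_v2.0 with Bowtie2 and predicted with MIREAP, so cattle reads were also placed on the yak genome. The authors deposited RPM values, reads per 1000000 reads assigned to the listed names, and each column summed to 1000000 over its 1377 names. The versions of Bowtie2 and MIREAP were not stated. No coordinates or sequences of the names were used here.

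All values of a column were whole multiples of its smallest value above 0, and 100.0% of the 4651 values above 0 came out as whole reads. The totals recovered in this way cover the reads assigned to the listed names. A level that 3 reads represent was taken as the detection limit. Libraries were compared for duplication, and the chi-square per degree of freedom of replicate pairs was 67.3 or higher, so each library was counted once.

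The design, written before the data were examined, assumed counts and named edgeR as the main test, with limma as the replacement should the tables hold RPM. They held RPM, and limma 3.58.1 in R 4.3.3 was therefore used on log2(RPM + 1), with a trend of the variance on abundance, over names with a mean of at least 1 RPM. All 11 libraries entered one model with a mean per group. A name was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change. Yak against cattle was the mean of T1, T2 and T3 against CON. The trend used the 9 yak libraries and a linear term per 1000 m with no fold limit. Species and altitude differ together between yak and cattle and were not separated. Altitude and sampling place differ together among the yak groups and were not separated either.

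The names given in the text followed a rule set beforehand: the 10 with the highest mean, up to 5 higher and 5 lower calls between yak and cattle without overlap of libraries, up to 2 higher and 2 lower calls per comparison, the 9 miRNAs of the study's networks, and a fixed list of hypoxia and blood-cell miRNAs. Other names were chosen after their values were seen and are marked so.

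Alternatives were the DESeq2 1.42.0 test on the recovered reads, RLE scaling, no filter, a minimum of 10 reads in every library, pseudocounts of 0.1 and 10, an unadjusted p, no fold limit, summed variants of a name, a term for the 2 libraries with few known names, the 2 groups alone, a replicate block and leaving out each library in turn. Added after the data were seen were the edgeR 4.0.16 quasi-likelihood test on the recovered reads, TMM scaling, predicted names alone and 1 surrogate variable from sva 3.50.0. Within and between group correlations were compared over all assignments of libraries to groups with numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15.

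The scripts were tested on simulated data, drawn for 1291 names at the real means and library sizes with 200 names changed 4-fold between yak and cattle. Only the comparison of yak with cattle was simulated. At a coefficient of variation of 0.2, limma recovered 79% of the 62 changed names it tested, and edgeR and DESeq2 each 97.8% of 45. At 0.91, close to the 0.88 estimated from the libraries, limma recovered 0% of 66, edgeR 0% of 54 and DESeq2 1.9% of 54. On the recovered reads, edgeR called 4 names and DESeq2 3 between yak and cattle.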

Results

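MicroRNAs (miRNAs) are small RNAs of animals and plants that pair with messenger RNAs. The deposited tables gave the abundance of miRNA names in lung tissue of 11 animals. The CON group held 2 Zaosheng cattle, a lowland breed, from 1500 m. The yak groups T1, T2 and T3 each held 3 animals, from 3400, 4200 and 5000 m. The reads recovered from the tables came to 2677928 ± 353451 per library in CON (SD, n = 2), 2164215 ± 546273 in T1 (SD, n = 3), 3137895 ± 1994206 in T2 (SD, n = 3) and 2013649 ± 378946 in T3 (SD, n = 3). The smallest library, T1 1, held 1536041 reads and the deepest, T2 1, held 5388032. A single read was worth 0.651 RPM (reads per 1000000 assigned reads) in T1 1 and 0.186 RPM in T2 1.

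The tables listed 1377 names. Of these, 331 carried the name of a miRBase entry (the public miRNA catalogue), called known names here, and 1046 were predictions from the reads, given here by their numbers in the tables, such as m1080-5p. The known names bore 50 species prefixes, codes of plants or algae in that catalogue, and 0 names bore the cattle prefix bta. Known names held 0.0315% of the reads in CON 1, with a 95% Wilson interval of 0.0294% to 0.0338%, and 0.273% in T3 1, the library with the highest share. Intervals and detection limits cover counting error only, since the reads carried no molecular identifiers that were used here. The number of known names with at least 1 read was 28 in CON 1 and 19 in T2 2, and ranged from 88 to 118 in the other 9 libraries. This split did not follow the groups, because CON 2 held 110 known names and T2 3 held 118.

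Many known names end in a pair of positions that describe the match to the catalogue entry. The 2 positions rise in 190 names and fall in 98 names, and 43 names have none. Names with rising or no positions came to 14.8 RPM in CON 1 and 25.2 RPM in T2 2, against 449 RPM in T2 1 and from 1346 to 2491 RPM in the other 8 libraries. Names with falling positions ranged from 138 RPM in T2 3 to 530.5 RPM in T2 2.

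**Figure D1:**
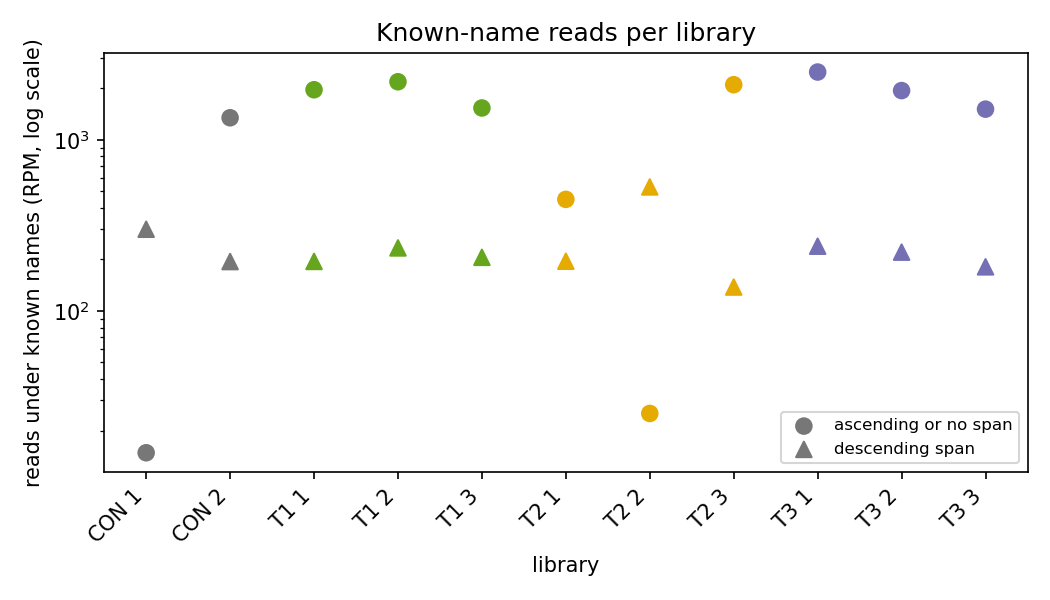
Abundance of known names per library, in RPM on a log axis, with circles for names with rising or no positions and triangles for names with falling positions; colours mark the groups CON, T1, T2 and T3. The circles of CON 1 and T2 2 lie at 14.8 and 25.2 RPM, below the triangles of the same libraries, and each point is a single library without an error bar.

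A few names held most of the reads. The 10 most abundant names of each library held 85.9 ± 5.51% of its reads (SD, n = 11). The name with the highest mean, m1080-5p, held 55.5 ± 12.8% of the reads in CON (SD, n = 2), 44.1 ± 19.3% in T1 (SD, n = 3), 54.2 ± 16.6% in T2 (SD, n = 3) and 27.0 ± 27.1% in T3 (SD, n = 3). The spread within T3 ran from 10.1% to 58.3%, and the ranges of the 4 groups overlapped. In T1 1, T3 1 and T3 2 the most abundant name was m1355-5p, at 29.0%, 34.8% and 29.0% of the reads. The next 3 names by mean abundance were m1356-5p at 7.89 ± 5.96%, m0360-5p at 7.23 ± 4.52% and m0753-5p at 3.73 ± 3.72% of the reads (SD, n = 11). The remaining 5 of the 10 highest were m0380-3p, m0271-3p, m1358-5p, m0270-3p and m0867-5p, with means from 2.57% down to 1.46%.

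The first question was which names were shared between species and altitudes. With at least 1 read as the criterion, 1291 names were detected in some library, 309 of them known and 982 predicted, and 323 names were detected in all 4 groups. In cattle only, 113 names were detected, and in yak only 736. These counts compare 2 libraries with 9. Of the 55 pairs of libraries, 40 had at least 113 names found in that pair alone, and the same held for 27 of the 36 pairs of yak libraries, so the cattle count was not larger than that of an arbitrary pair. Names found in only 1 library, whichever it was, made up 665 of the detected names, or 51.5%, with a median of 3 reads. At a minimum of 10 reads, the alternative that moved these counts most, 8 names were found in cattle only and 81 in yak only.

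The similarity of libraries was compared within and between groups with Spearman's rank correlation over 310 names with a mean of at least 1 RPM. This correlation runs across names, which are not independent replicates. The mean over the 10 pairs within groups was 0.811 and the mean over the 45 pairs between groups was 0.772. The difference of 0.039 was reached in 12462 of the 92400 assignments of libraries to groups, an exact one-sided permutation p of 0.135. Among the 9 libraries with many known names the difference was -0.00022, with an exact permutation p of 0.488. The other 2 libraries, CON 1 and T2 2, came from different groups and correlated at 0.944. For 5 of the 11 libraries the closest library was of the same group, against 2 by chance.

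**Figure D2:**
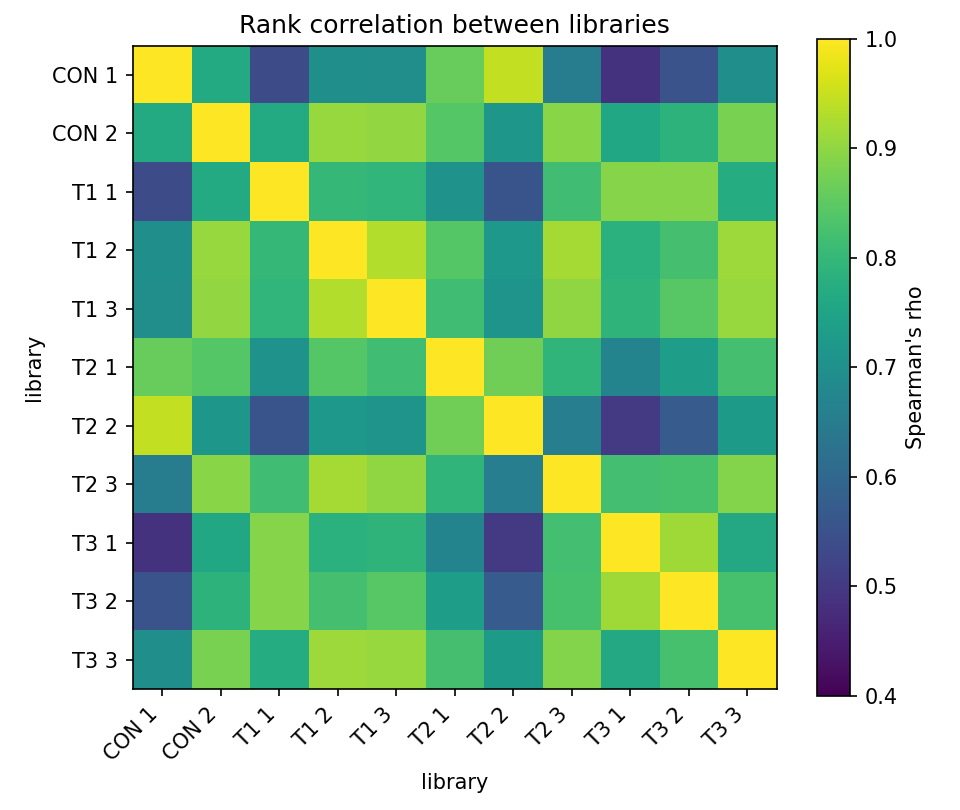
Spearman's rank correlation between each pair of the 11 libraries, over 310 names with a mean of at least 1 RPM; both axes list the libraries by group and replicate and the colour gives rho. CON 1 and T2 2, from different groups, correlate at 0.944, while CON 1 and CON 2 correlate at 0.767.

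The comparison of all yak with cattle addressed differences between the species, which in this design also differ in altitude. With limma on log2(RPM + 1), 3 of 310 names passed an adjusted p of 0.05 and a 2-fold change, 2 higher and 1 lower in yak, and 16 passed these limits at an unadjusted p. With at least 10 reads required in every library 0 names passed, and without a filter on low values 7 did. The term for the split in known names left 2.

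The name m0552-3p was at 405.5 ± 267 RPM in yak (SD, n = 9) and at 6.60 ± 4.67 RPM in cattle (SD, n = 2). All 9 yak libraries, with 312 to 1579 reads, lay above both cattle libraries, with 8 and 29 reads. The log2 difference was 5.64 ± 0.83 (SE) with a limma adjusted p of 0.0018. It was the single name called in each of the 3 comparisons of a yak group with cattle, at log2 differences of 5.71, 5.82 and 5.39 in T1, T2 and T3, with limma adjusted p of 0.00889, 0.00727 and 0.0164. Single libraries decided these group calls: the limma adjusted p was 0.0741 in T1 without T1 2, 0.051 in T2 without T2 2, and 0.0602 and 0.0746 in T3 without T3 1 and T3 2. The name m1030-3p had 0 reads in both cattle libraries and 10 to 174 reads in the 9 yak libraries. Its yak mean of 25.6 ± 24.1 RPM (SD, n = 9) was at least 22.6-fold higher than the level that 3 reads represent in cattle, and its limma adjusted p was 0.0398. The name m0229-3p had 21 and 23 reads in cattle and at most 3 reads in each yak library. Its cattle mean of 8.25 ± 0.561 RPM (SD, n = 2) was at least 5.89-fold higher than the level that 3 reads represent in yak, with a limma adjusted p of 0.0398. Fold changes on this scale understate the change of low names. The adjusted p of m1030-3p rose above 0.05 in 7 of 22 alternative fits and that of m0229-3p in 9 of 22, whereas m0552-3p stayed below it in 22 of 22.

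**Figure D3:**
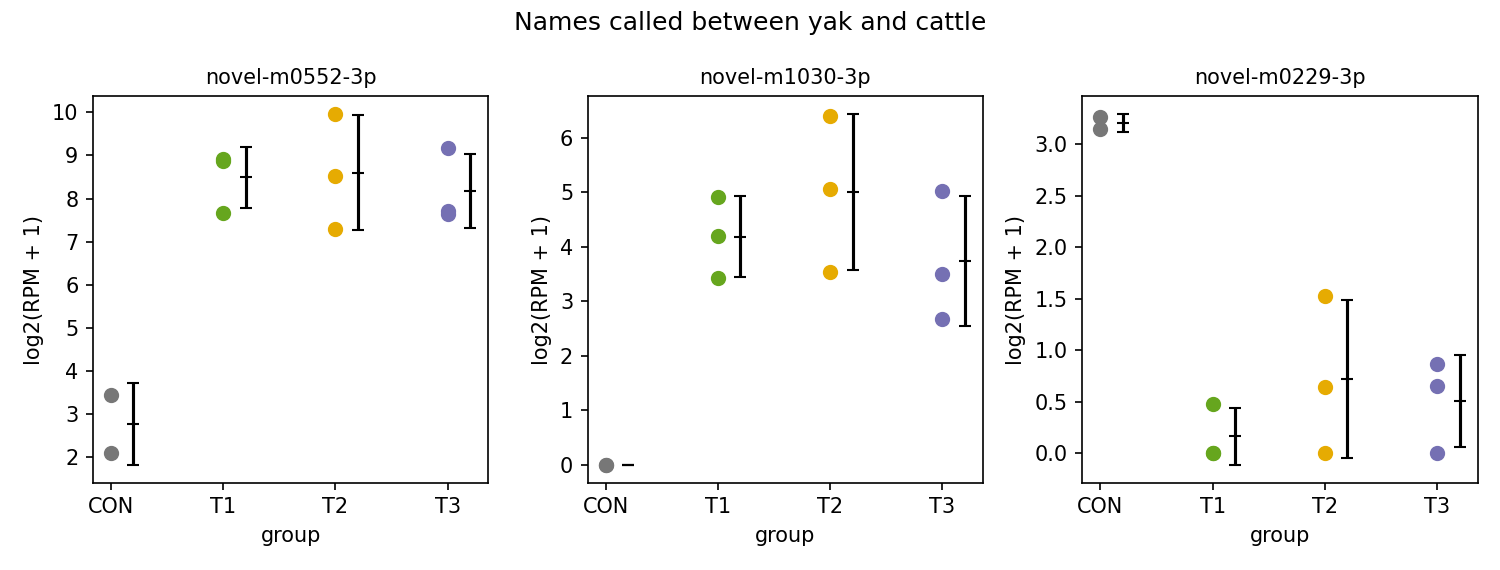
Abundance of the 3 names called between yak and cattle, as log2(RPM + 1), by group; points are libraries, and the bars beside them give the mean and the SD (n = 2 in CON, n = 3 in each yak group). The 9 yak libraries lie above both cattle libraries for m0552-3p and m1030-3p and below them for m0229-3p.

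The comparisons between yak groups addressed altitude within the species, which in this design also differs with place. Per the study, each yak group was sampled in its own area, and the T2 animals came from different counties. At the same limits 0 names passed in T2 against T1, with 17 at an unadjusted p. Likewise 0 passed in T3 against T1, with 9 at an unadjusted p, and 0 in T3 against T2, with 43 at an unadjusted p. A linear term in altitude, per 1000 m over the 9 yak libraries, gave 0 names at an adjusted p under 0.05 and 4 at an unadjusted p. Calls appeared when 1 library was left out: without T2 3 there were 8 in T3 against T2 and 3 in T2 against T1. The median within-group SD of log2(RPM + 1) was 1.07. In simulated tables with a spread like that of these libraries, limma recovered 0 of the 66 tested names that were changed 4-fold between yak and cattle. The comparisons of yak groups and the trend were not simulated, so the size of change they could detect is not known.

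The overlap of the 3 comparisons with cattle held 1 name. These share the cattle libraries, and unchanged groups simulated against them gave a median overlap of 0, with 3 of 100 simulations reaching 1 or more. The mean correlation of the log2 differences across names was 0.645, against a simulated median of 0.665. The overlap of the 3 comparisons among yak groups held 0 names, and also 0 at an unadjusted p.

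The 9 miRNAs that the study placed in its networks were tested as a list fixed before the data were examined. The study chose them on these same samples, so a test adjusted over the list alone is not independent evidence. Of the 9, 7 passed the filter on low values. In yak against cattle 0 of 7 passed when adjusted over all names and 0 when adjusted over the list alone, and 0 had an unadjusted p under 0.05. All 7 tested names were higher in yak, with a median log2 difference of 1.37, while in T2 against cattle 5 were higher and 2 lower. Of the 2 that did not pass the filter, ptc-miR6471_R18-4L21 was at 1.92 ± 0.781 RPM in cattle (SD, n = 2) and 0.391 ± 0.588 RPM in yak (SD, n = 9), with 6 and 4 reads in cattle and 0 to 6 in yak, and pab-miR396a was at 0.683 ± 0.966 and 0.97 ± 0.827 RPM; neither was tested. The largest difference of the 7, ata-miR166d-3p_R1-20L21, was at 220 ± 117 RPM in yak (SD, n = 9) and 97.5 ± 136 RPM in cattle (SD, n = 2), with 1.24 and 194 RPM in the 2 cattle libraries. Over 49 known names with rising or no positions the median log2 difference was 1.13, and 0.28 with a term for the split of CON 1 and T2 2 from the other libraries. In T3 against cattle 3 of the 7 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. Among yak groups, all 7 were higher in T3 against T2, with 1 at an unadjusted p under 0.05. In T3 against T1 6 were higher and 1 lower, with 1 at an unadjusted p under 0.05. In T2 against T1 1 was higher and 6 lower, with 0 at an unadjusted p under 0.05. In each of these comparisons of yak groups 0 passed when adjusted over all names or over the list alone. A list of 38 miRNAs known from hypoxia and from blood cells, miR-210 among them, could not be tested, because 0 of its members matched a listed name.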

Values the study reported

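The study reported 1000 known and 3447 predicted miRNAs, 4447 in all, while its abstract gives a lower total. For cattle against T1 the study listed 19 miRNAs as up and 12 as down. For cattle against T2 these were 5 and 5, and for cattle against T3 they were 16 and 18. Among yaks the study listed 11 up and 11 down for T1 against T2, 6 up and 11 down for T1 against T3, and 23 up and 21 down for T2 against T3.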

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

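Of the tests here, those of the depth, the group and a batch behind the few known names, and of names with falling positions, were chosen after the results were seen, and the criteria for the batch, the falling positions and the mixture of runs were revised after their values were known. Outlying libraries were sought among the 9 yak libraries for 30 measures, and 6 were found where chance gives 1.5. A library stood out when its gap to the nearest other, divided by the range, passed Dixon's 95% critical value of 0.493 for 9 samples.

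T2 1 stood apart in depth, with 5388032 reads. It also held a lower share of known names with rising or no positions, 0.23 times the median of the other 8 libraries with many known names. Reads combined from 2 runs, one with and one without the plant reads, would place its predicted names between the levels of CON 1 with T2 2 and those of the other libraries. Over 81 predicted names that differ between these, the median position of T2 1 was 0.46 on a scale from 0 to 1, where the other 8 libraries lay between 0.82 and 1.18. The known names put it at 0.23, and only 50 of the 81 lay between the 2 ends, with quartiles of -0.07 and 0.81. One mixing share does not account for both sets of names, so these values do not decide for or against a mixture. The study's own read statistics, matched by group and replicate number, place the raw base quality of T2 1 among the other 8 libraries. It lies apart from CON 1 and T2 2, which speaks against a large share of reads like theirs, but this was not tested here.

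T2 2 accounted for the other 5 of the 6. It held 19 known names, 530.5 RPM under names with falling positions, and 73.8% of its reads in its 10 most abundant names, the lowest share of the 9. On the log2(RPM + 1) scale it held ata-miR166d-3p_R1-20L21 at 0.704 and sly-miR482e-3p_R1-21L22 at 0. Several of these 5 describe the same lack of known names, so they are not independent.

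Low depth of T2 2 and CON 1 is argued against. At the median share of the other libraries 3084 reads under names with rising or no positions would be expected in T2 2 and 40 were found, while in CON 1 4712 would be expected and 36 were found, a shortfall of at least 77.1-fold. Species or altitude is argued against too, since CON 2 held 90.8 times the level of CON 1. A batch of sequencing or library preparation stays open. Over 255 predicted names CON 1 and T2 2 correlated at 0.93, above the 0.916 of CON 1 with CON 2, and T2 2 correlated at 0.945 with T2 1 and at 0.86 with T2 3. The comparison of T2 2 with its group thus turns on T2 1, which itself held a lower share of plant-named reads. These correlations therefore do not decide for or against a batch. The study's own read statistics, matched by group and replicate number, give CON 1 and T2 2 the lowest raw base quality of all libraries. That sets both apart and goes with a batch, but it was not tested here.

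Names with falling positions did not share this lack. Their mean in CON 1 and T2 2 was 2.07 times that in the other libraries, against 0.0116 for names with rising or no positions. Reads of the animals' own RNA that match a plant name by chance are a candidate explanation. It rests on 1 name, gma-miR1520q_R22-8L24, chosen after its values were seen, which held 71.5% of these reads. Without it the ratio was 0.388, so this cannot be told apart from a mixed origin.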

How the results depend on the processing

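Apart from the edgeR and DESeq2 fits, the alternatives changed 1 choice at a time. The edgeR and DESeq2 fits changed the filter and the scaling along with the test, so their counts do not show the effect of the test alone. The name m0552-3p kept an adjusted p under 0.05 in yak against cattle in all 22 alternative fits that gave one. The limma, edgeR or DESeq2 adjusted p ran from 5.01e-09 to 0.0227. The log2 differences of m0552-3p ran from 4.44 to 6.31 over 24 alternative fits, which include those with 1 cattle library and no test. Across the named results 22 became weaker, 1 moved, none reversed and 260 kept their direction and, where tested, their side of the threshold. The 260 include the fits of the 7 tested network miRNAs, which passed in 0 settings, and the fits with 1 cattle library and no test. All 22 that became weaker were fits of called names. The 1 that moved was the share of reads under known names.

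The counts of calls were small and moved by over 1.5 times in many settings. The main counts were 1, 1 and 1 for T1, T2 and T3 against CON, 3 for yak against cattle, 0 among the yak groups and an overlap of 1. With no filter these were 6, 4 and 9, then 7, with 2 in T2 against T1, 6 in T3 against T2 and an overlap of 2. At an unadjusted p they were 20, 8 and 45, then 16, with 17 in T2 against T1, 9 in T3 against T1, 43 in T3 against T2, 4 in the trend and an overlap of 6. DESeq2 gave 2, 2 and 3, with 3 in T3 against T2 and an overlap of 2, and edgeR gave 2, 2 and 2, then 4 and an overlap of 2. A surrogate variable gave 2, 2 and 3, then 2 and an overlap of 2. A pseudocount of 0.1 gave 2, 2 and 2, then 2 and an overlap of 2, and a pseudocount of 10 gave 2 in T1 and 2 in T3. RLE scaling gave 2 in T1 and 2 in T2 against CON, and TMM scaling gave 3 and 2. Predicted names alone gave 2 in T2 against CON, as did the term for few known names. The fit on the 2 groups alone gave 0 in T2, 0 in T3 and an overlap of 0. With at least 10 reads in every library 0 names passed in all of these comparisons, a filter that removes names absent from 1 species. The cause of the other changes was not tested.

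The split of calls moved with scaling. In T1 against CON it was 1 higher and 0 lower, and 2 higher and 1 lower with TMM. In yak against cattle it was 2 higher and 1 lower, and 2 higher and 0 lower with RLE. The median log2 difference of all names between yak and cattle was -0.15, and 0.10 with RLE scaling.

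Across the 9 fits that each left out 1 yak library, calls ranged from 0 to 3 for T1 against CON, from 0 to 3 for T2 against CON, from 0 to 5 for T3 against CON and from 2 to 5 for yak against cattle, and the overlap ranged from 0 to 2. Across all 11 such fits they ranged from 0 to 3 for T2 against T1, from 0 to 1 for T3 against T1 and from 0 to 8 for T3 against T2. The highest counts came without T2 3 for T2 against T1 and T3 against T2, and without T3 3 for T3 against CON and yak against cattle. Leaving out a cattle library leaves 1, so no test was made: m0552-3p then differed by 4.97 without CON 1 and 6.31 without CON 2.

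Names detected in all 4 groups ranged from 245 to 321, those in cattle only from 48 to 123 and those in yak only from 652 to 849 across the 11 fits that each left out one library. At a minimum of 10 reads these were 195, 8 and 81. The difference in rank correlation within less between groups reversed to -0.00022 among the 9 libraries with many known names.

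Replicate numbers did not pair the animals, as the correlations of same-numbered libraries ran from -0.82 to 0.61. The fit with a replicate block gave 1 call in yak against cattle. Names with the cattle prefix bta alone could not be fitted, since 0 were listed. The mean share of reads under known names was 0.165%, and 0.0189% over the 2 known names with at least 10 reads in every library. Library totals alone, planned as an alternative for counts, were the main scaling.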

Other observations

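Of the tests here, that of one dominant name in 3 libraries and that of names without overlap were chosen after the results were seen.

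With each name counted once, the names detected came to 1291, with 309 known and 982 predicted. Those are lower than the values quoted from the study above, but the unit differs. The study's own counts per library add up to its totals, so it counted a name once per library. Its abstract gives a lower total of miRNAs, slightly under 1291. Adding up the names detected in each of the 11 libraries, so that a name counts once per library, gave 4651, with 1006 known and 3645 predicted. Those lie slightly above the values quoted. In cattle against T1, T2 and T3 there were 1, 1 and 1 calls, and 0 in each comparison of yak groups. Those are lower than the values quoted from the study above. With the same fold limit at an unadjusted p there were 20, 8 and 45, and 17, 9 and 43 for T2 against T1, T3 against T1 and T3 against T2. Those lie closer to the values quoted, with T1 against CON and T3 against T1 still clearly lower and T3 against CON higher. The study's abstract gives its limit as a P-value and its methods as an adjusted P value, so which one gave its counts is unclear. The test differs too, since the study's methods name DESeq2 and the counts here came from limma. At an adjusted p the DESeq2 fit on the recovered reads, given above, also called fewer names in each comparison than the study listed.

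The libraries were also regrouped. For T2 against T1, T3 against T1 and T3 against T2, 10 of the 10 splits of the 6 libraries gave as many calls as the 0 observed, which any split must, so this says nothing about chance, and 4, 2 and 2 of 10 gave as many names at an unadjusted p; 10 splits cannot give a share under 0.05. For the trend, 100 of 100 drawn splits gave as many calls, again fixed by the observed 0, and 58 of 100 as many names at an unadjusted p. For yak against cattle, 5 of the 55 splits into 9 and 2 libraries gave at least 3 calls and 8 of 55 at least 14 names at an unadjusted p, in a model of the 2 sets alone. The split of CON 1 and T2 2 from the rest gave 66 calls, more than the species did, and with that split as a term yak against cattle gave 2.

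The proportions of the known names were compared among the 9 libraries with many of them. Over 37 names with rising or no positions and at least 50 reads, the proportions differed between libraries with a chi-square per degree of freedom of 1.78, and 150 predicted names in the same range of reads gave 39. The known names thus varied more than counting alone gives, but far less than the animals' other names. Plant material specific to each animal, such as feed, would make the proportions differ between animals and sites and is argued against. One plant RNA pool shared by these libraries may account for them, although the limit of 3 used to judge the value was not fixed beforehand. The animals' own sites and handling were not tested.

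The network miRNAs were compared with the same split. With the split of CON 1 and T2 2 as a term, the median log2 difference between yak and cattle over the 7 tested network miRNAs was 0.32, and 1.37 without it. The difference fell to under 0.5 of its size for 4 of the 7, the largest, ata-miR166d-3p_R1-20L21, from 2.64 to 0.15. It did not for 3, ppt-miR902f-3p_R15-1L20, ata-miR5168-3p and ath-miR5658_R1-19L21_8T-A, which had at most 2 reads in each cattle library. The first of these has falling positions and went from 1.43 to 1.58. The split is thus a candidate explanation for part of the list, and these values do not decide it for the rest. The choice of the 7 for this test was made after the median over all 49 known names with rising or no positions had been seen.

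T1 1, T3 1 and T3 2 were picked from the data for their low share of m1080-5p, from 10.1% to 21.7%, where the other libraries held 35.1% to 64.6%. A single dominant name would leave the ranks of the others in place. Their mean rank correlation with each other was 0.899 and with their group mates 0.795, a gap of 0.104, which argues against it. Lower depth is argued against as well, since the gap was 0.101 after thinning to the smallest total. A difference in the sampled part of the lung, in the animals or in preparation stays open and was not tested. The study's own read statistics, matched by group and replicate number, give T1 1, T3 1 and T3 2 the highest shares of small RNA reads kept after cleaning. That sets them apart from the other libraries but does not decide between these explanations.

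The name m0552-3p was higher in yak, while the other arm of its precursor was not. The other arm, m0552-5p, chosen after the calls were seen, differed by -2.46 ± 1.5 (SE, log2) with a limma adjusted p of 0.668, and had 45 and 282 reads in cattle against 0 to 309 in yak. A sequence difference of cattle from the yak reference within the 3p arm may explain this, since its reads would then be lost in cattle alone. Another choice of arm between the species would look the same and was not tested. For the other 2 calls both arms moved the same way in names also chosen after the calls were seen: m1030-5p had 0 reads in cattle and 1 to 21 in yak, and m0229-5p had 307 and 682 reads in cattle and 5 to 204 in yak.

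Loss of cattle reads that differ from the yak reference would leave most names without overlap higher in yak. Of 310 names, 11 parted yak from cattle without overlap, 7 higher in yak and 4 higher in cattle, or 3.5% where chance gives 3.6%. With so few names a loss of cattle reads cannot be told apart from chance.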
